# Regulation of transcription elongation anticipates alternative gene expression strategies across the cell cycle

**DOI:** 10.1371/journal.pone.0317650

**Published:** 2025-05-07

**Authors:** Douglas Maya-Miles, José García-Martínez, Ildefonso Cases, Rocío Pasión, Jesús de la Cruz, José Enrique Pérez-Ortín, María de la Cruz Muñoz-Centeno, Sebastián Chávez

## Abstract

A growing body of evidence supports the idea that RNA polymerase II (RNAP II) activity during transcription elongation can be regulated to control transcription rates. Using genomic run-on and RNAP II chromatin immunoprecipitation, we measured both active and total RNAP II across the bodies of genes at three different stages of the mitotic cell cycle in *Saccharomyces cerevisiae*: G1, S, and G2/M. Comparison of active and total RNAP II levels at these stages revealed distinct patterns of transcription elongation control throughout the cell cycle. Previously characterized cycling genes were associated with some of these elongation patterns. A cluster of genes with highly divergent genomic run-on and RNAP II chromatin immunoprecipitation patterns was notably enriched in genes related to ribosome biogenesis and the structural components of the ribosome. We confirmed that the expression of ribosome biogenesis mRNAs increases after G1 but decreases following mitosis. Finally, we analyzed the contribution of mRNA stability to each cluster and found that a coordinated regulation of RNAP II activity and mRNA decay is necessary to fully understand the alternative strategies of gene expression across the cell cycle.

## Introduction

Phenotypic plasticity in living organisms is driven by the regulation of genome expression. This regulation occurs at all levels of the gene expression pathway, from gene transcription to protein degradation (reviewed in [1]). Transcription is the most highly regulated step in most organisms and under most conditions [2–4], although other steps also play significant roles during physiological dynamic changes [5].

Protein-coding gene transcription is carried out by RNA polymerase II (RNAP II), which initiates at gene promoters, elongates pre-mRNAs along gene bodies, and terminates once pre-mRNAs are cleaved and polyadenylated. Historically, most of our understanding of transcriptional regulation has focused on the initiation phase. However, in recent decades, it has become clear that post-initiation regulation is a crucial component of genome expression control [6,7].

In higher eukaryotes, transcriptional elongation is primarily regulated through promoter-proximal pausing. In the budding yeast *Saccharomyces cerevisiae*, this mechanism does not occur. However, other forms of elongation regulation are present across the yeast genome [8], which contains all the necessary factors, including chromatin remodeling complexes, histone chaperones, and histone-modifying enzymes, that govern eukaryotic transcription elongation [9,10].

During elongation, RNAP II can backtrack on its DNA template, stably blocking mRNA elongation [11]. Backtracked RNAP II requires RNA cleavage to resume transcription [12], a process stimulated by TFIIS [11]. Using RNAP II chromatin immunoprecipitation (RNAp ChIP) and genomic run-on (GRO) assays to compare total and catalytically active elongating polymerases, respectively, we previously demonstrated that certain gene regulons, such as those related to ribosomal proteins, ribosome biogenesis, and mitochondria, are regulated at the elongation level during carbon source changes. Notably, ribosomal protein genes are particularly susceptible to backtracking [8].

The *S. cerevisiae* genome undergoes substantial changes in gene expression throughout the cell cycle. Approximately 10% of its mRNAs exhibit cell-cycle periodicity [13]. Some reports suggest this proportion may be as high as 29%, with 37% of the proteome being regulated in a cell-cycle-dependent manner [14], though other studies challenge these findings (reviewed in [15]; see also [16]).

In this study, we investigated whether regulation of RNAP II elongation activity plays a role in genome-wide control of gene expression across the cell cycle. Our results show that this regulation is indeed present in a significant portion of the genome. Genes encoding ribosome biogenesis factors appear to be particularly subject to elongation regulation and tend to increase the proportion of active RNAP II molecules just before the onset of mitosis. Furthermore, we found that distinct groups of genes with regulated RNAP II elongation activity also exhibit concomitant control of mRNA stability throughout the cell cycle, suggesting a potential link between these two components of gene regulation.

## Materials and methods

### Cell cycle synchronization

BY4741 *S. cerevisiae* cells, transformed with plasmid pRS316 to become Ura + , were grown to mid-log phase (OD₆₀₀ = 0.25) in minimal complete (SC) medium and synchronized at G1 (START) with 1 µg/ml of alpha factor. At this stage, the percentage of unbudded cells in all three experiments was greater than 90%. The cultures were then washed in fresh media to remove the pheromone and released into new media. Samples for total RNAP II (RNAp ChIP), active RNAP II (GRO), FACS, and microscopy were taken at 0, 30, and 60 minutes.

To determine which cell cycle stage was enriched at each time point, we first performed flow cytometry and budding index analysis. The combination of these two analyses revealed that, at time 0, most cells remained in G1 (unbudded cells with or without shmoo formation and a 1C DNA content), with very few having completed mitosis by 60 minutes (indicated by two differentiated nuclear masses). These two analyses are useful for distinguishing the G1 (no bud or shmoo) and mid-late M phase (where the nucleus has started to split) populations, but they are less effective at differentiating between S, G2, and early M phases. Median levels of total and active RNAP II at each time point, based on well-established cell cycle genes [17,18], were used to more accurately infer which cell cycle stages were enriched at each time point analyzed (Fig 1A, 1C).

**Fig 1:**
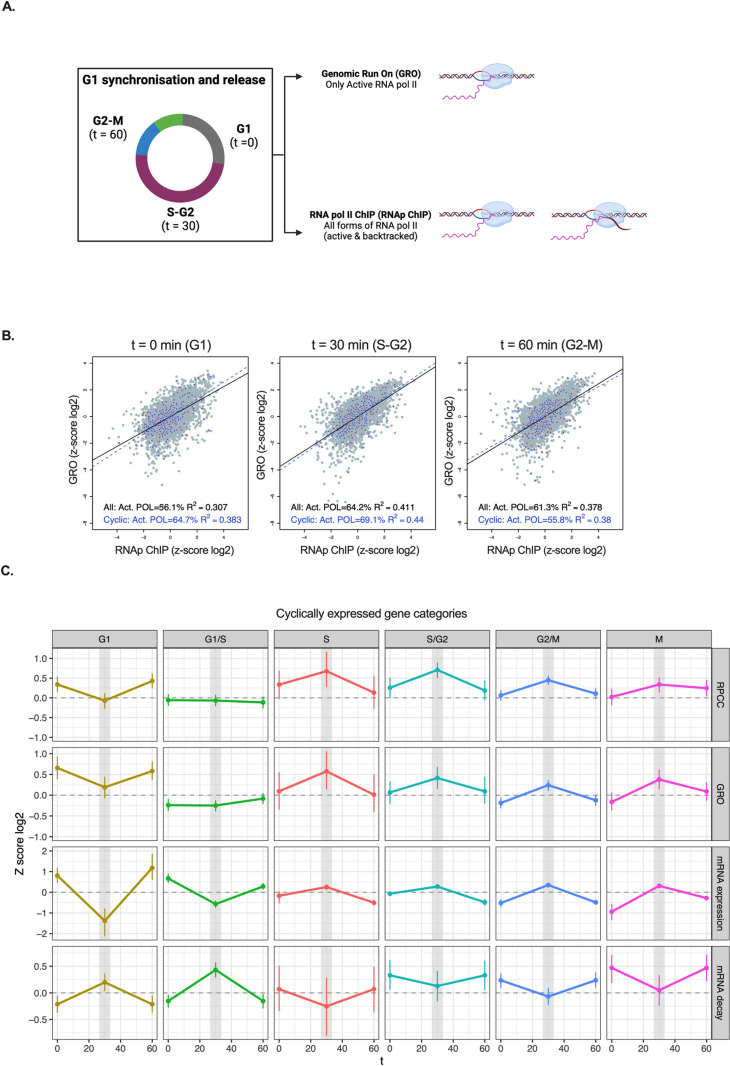
Distribution of Total and Active RNA Polymerase II at Genes During the Transition from G1 to G2. A) Schematic representation of the time points and samples taken for the analysis of total and active RNAP II. B) Plot representing total (RNAp ChIP) and active RNAP II (GRO) present at each gene at each time point analyzed. Black line: Overall tendency. Dashed blue line: Cycling genes. C) Behavior of total (RNAp ChIP) and active RNAP II (GRO) of cyclically expressed genes, classified according to the phase of maximal expression (G1, G1/S, S, S/G2, G2/M, and M) using CycleBase 3.0 as a reference (S1 Table). Total mRNA expression and mRNA decay values from Eser et al. [17] are also shown.

### Genomic run-on

Genomic run-on (GRO) was performed as described in [19] and modified in [20]. Briefly, GRO detects genome-wide, actively elongating RNAP II by macroarray hybridization, with the density of RNAP II per gene used as a measure of its synthesis rate. The protocol also allows for the measurement of mRNA levels for all genes. mRNA half-lives are calculated by dividing the mRNA amount by the synthesis rate, assuming steady-state conditions for the transcriptome. The total synthesis rate was determined by summing the individual gene synthesis rates.

For the procedure, 5 x 10^8^ exponentially growing cells were permeabilized by washing twice with 0.5% N-lauryl sarcosine sodium sulfate (sarkosyl), followed by recovery through low-speed centrifugation. In vivo transcription was then carried out in a solution containing 120 µ L of 2.5X transcription buffer (50 mM Tris-HCl, pH 7.7, 500 mM KCl, 80 mM MgCl_2_), 16 µ L of AGC mix (10 mM each of CTP, ATP, and GTP), 6 µ L of DTT (0.1 M), 16 µ L of [α33P] UTP (3000 Ci/mmol, 10 µ Ci/ µ L), and distilled water up to 300 µ L. The mixture was incubated for 5 minutes at 30ºC to facilitate transcription elongation and was subsequently halted by adding 1 mL of cold distilled water. Non-incorporated radioactive nucleotides were removed by two centrifugation wash cycles.

Total RNA was extracted using the Fast-Prep (Bio101 Inc.) device. Cells were resuspended in 500 µ L of LETS buffer (0.1 M LiCl, 10 mM EDTA, 0.2% SDS, 10 mM Tris-HCl, pH 7.4), along with 200 µ L of glass beads and 500 µ L of water-saturated acid phenol. Contaminants were removed by chloroform extraction, and labeled RNA was precipitated with 0.1 volume of 5 M LiCl and 2.5 volumes of cold ethanol for a minimum of 2 hours at -20ºC. The labeled RNA, obtained after centrifugation and washing, was quantified spectrophotometrically. All in vivo labeled RNA was used for hybridization (0.35–3.5 x 10^7^ dpm).

### Chromatin immunoprecipitation of RNA polymerase II (RNAp ChIP)

RNAp ChIP was performed as described in [21]. 5 x 10^8^ cells were crosslinked with formaldehyde (FC 1%) for 15 minutes at room temperature. Cross-link was quenched with glycine (FC 125 mM) and washed 4 times with 30 mL ice-cold TBS buffer (20mM Tris-HCl, 140 mM NaCl, pH 7.5) and frozen. Cells were thawed on ice and resuspended in 300 µ L lysis buffer [50 mM HEPES-KOH pH 7.5, 140 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% sodium deoxycholate, 1 mM PMSF (Phenylmethylsulfonyl fluoride), 1 mM benzamidine and 1 pill of protease inhibitor cocktail (Roche Diagnostics, Mannheim, Germany) dissolved in every 50 ml of buffer)]. The equivalent of 0.3 ml of frozen glass beads (425–600 mm; Sigma-Aldrich, St Louis, MO, USA) Cell lysis was carried out in a Fast-Prep (Bio101 Inc.) device by 2 cycles of 30 seconds. Samples were cooled down 5 minutes in ice between cycles. Samples were then sonicated in ice-cold water using a Bioruptor (Diagenode SA, Liège, Belgium) with 15´ pulses at High output (200W) during 2 cycles of 15 minutes. DNA fragments obtained ranged from 200 and 500 bp. Cell debris was removed by centrifugation at 12,000 rpm at 4°C for 5 minutes. An aliquot of 10 µ L of this whole cell extract (WCE) was kept as positive control. 50 µ L of Dynabeads Protein G (Dynal Invitrogen Corp., Carlsbad, CA, USA) were washed with 5 mg/ml bovine serum albumin (BSA) in PBS buffer (140 mM NaCl, 2.7 mM KCl, 10 mM Na_2_HPO_4_, 1.8 mM KH_2_PO_4_, pH 7,4) and incubated with anti-Rpb3 antibodies (ab81859; Abcam). Beads were washed with PBS/BSA to remove unbound antibody and incubated for 1.5–2 hours in agitation to enrich the samples in the DNA fragments specifically cross-linked to the RNAP II. Beads were washed twice with lysis buffer, twice with 360 mM NaCl lysis buffer, twice with wash buffer (10 mM Tris-HCl pH 8.0, 250 mM LiCl, 0.5% Nonidet P-40, 0.5% sodium deoxycholate, 1 mM EDTA pH 8.0, 1 mM PMSF, 1 mM benzamidine and 1 pill of protease inhibitor cocktail/25 mL (Roche), and once with TE (10 mM Tris-HCl, pH 8.0, 1 mM EDTA). Two successive washes were performed with 30 µ L of elution buffer (50 mM Tris-HCl pH 8.0, 10 mM EDTA, 1% SDS) by incubating for 10 minutes at 65°C each time. The final volume of all the samples (IP, NA and WCE) was raised to 300 µ L with TE and treated overnight at 65°C to reverse the cross-linking. Proteins were degraded by adding 150 µg of proteinase K for 1h 30 min at 37°C. DNA was purified using QIAquick PCR purification columns (Qiagen Inc., Valencia, CA, USA). Ligation Mediated PCR [3] was used for DNA amplification. Briefly, DNA was blunted by T4 phage DNA polymerase in a reaction volume of 124 µ L (T4 DNA Pol buffer, 40 µg/ µ L BSA, 80 µ M dNTPs, 0.6 U T4 DNA Polymerase (Roche, Basel, Switzerland). The reaction was allowed to proceed for 20 minutes at 12°C. After phenol/chloroform/isoamylic alcohol extraction, DNA was ethanol-precipitated in the presence of 12 µg of glycogen and was ligated in a final volume of 50 µ L with the annealed linkers oJW102 and oJW103 (1.5 µ M of each primer). The reaction was carried out overnight at 16°C and ligated DNA was precipitated and resuspended in 25 µ L milliQ water. The ligated DNA was dissolved in a final volume of 40 µ L (1x DNA pol buffer: 2 mM MgCl_2_, 0.25 mM dNTPs, 1.25 µ M oligonucleotide oJW102). The reaction was started by incubating for 2 minutes at 55°C, then pausing to add 10 µ L of the reaction mix (1x DNA pol buffer, 2 mM MgCl_2_ and 5 U DNA polymerase from Biotools, Madrid, Spain). The program was resumed for 5 minutes at 72°C, 2 minutes at 95°C and 33 cycles of 30 s at 95°C, 30 s at 55°C and 2 minutes at 72°C. DNA was precipitated overnight and resuspended in 50 µ L of milliQ water. A 5 µ L DNA aliquot of the LM-PCR was analyzed on a 1.2% agarose gel to check the size (average size of 300–400 bp) and PCR efficiency. The PCR product was used as a template for the radioactive labelling reaction. The reaction mixture contained 5–15 µ L of amplified DNA in 50 µ L (1x DNA pol buffer, 2 mM MgCl_2_, 0.2 mM dATP, dTTP and dGTP, 25 µ M dCTP, 1 µ M oJW102, 0.8 µ Ci/ µ L α-33P-dCTP and 5 U DNA polymerase). The mix was denatured for 5 minutes at 95°C, annealed 5 minutes at 50°C, and amplified for 30 minutes at 72°C. The reaction product was purified through a ProbeQuant G-50 column (Amersham Biosciences, Piscataway, NJ, USA) to remove unincorporated α-33P-dCTP and oligonucleotides.

### Total mRNA extraction

Total RNA isolated from budding yeast cells was prepared as described [22], but using a multiple-sample automated device (Fast-Prep®) to break cells.

### Hybridisation, image analysis and data normalization

Nylon filters were made using PCR-amplified whole ORF sequences as probes. After pre-hybridizing nylon membranes for 1 h in 5X SSC, 5X Denhart’s, 0.5% SDS, 100 µg/mL salmon sperm DNA, hybridizations were performed using 3–5 mL of the same solution containing labelled RNA. Hybridizations were conducted during 40–44 h in a roller oven at 65°C. After hybridization, filters were washed once in 2X SSC, 0.1% SDS for 30 min, and twice in 0.2X SSC, 0.1% SDS for 30 min. Filters were exposed for up to 7 days to an imaging plate (BAS-MP, FujiFilm) which was read at 50 μm resolution in a phosphorimager scanner (FLA-3000, FujiFilm). Both GRO and RNAp ChIP experiments were performed in triplicate by swapping the filters in each replicate among the different sampling times, as described in [20] Images were quantified by using the ArrayVision 7.0 software (Imaging Research, Inc.). 

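The run-on RNA of the 3 replicates at 0 min was hybridized to filters 1, 3 and 6, that at 30 min to filters 1, 2 and 4, and that at 60 min to filters 5, 6 and 7, as the deposited files are named. Filter 1 was thus used at 0 and 30 min and filter 6 at 0 and 60 min. Across spots, which are not independent replicates, the log2 ratios of run-on RNA to genomic DNA of replicates at one time point correlated with Pearson's r between 0.747 and 0.855 over 9 pairs. Pairs from different time points on different filters gave r between 0.642 and 0.810 over 25 pairs, and the 2 pairs from different time points on one filter gave 0.839 and 0.897. For the log2 ratio of IP to WCE, r between replicates was 0.697 to 0.745 at 0 min, 0.858 to 0.876 at 30 min and 0.756 to 0.861 at 60 min. No hybridization held the same values as another.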

The signal intensity for each spot was the background subtracted ARM Density (Artifact Removed Median). Only those values that were 1.35 times above the corresponding background were taken as valid measurements. To compare the RNAp ChIP data between experiments, the median binding ratio of the 32 rDNA spots were arbitrarily set as background. Reproducibility of the replicates was checked using the ArrayStat software (Imaging Research, Inc.). Normalization between conditions was done using the global median method for RNAp ChIP and for GRO experiments. The ratio between immunoprecipitated (IP) and whole cell extract (WCE) in each experiment (or No-Ab and WCE) after normalization was taken as the binding ratio.

### Data analyses

The changes in RNAp ChIP and GRO data for all genes were evaluated using cluster analysis of log2-transformed and z-score normalized values. The cluster composition was analyzed with WebMeV (Multiple Experiment Viewer) [35], employing the SOTA clustering procedure [23]. Expression data from [17] was averaged across two cycles and z-score normalized. Decay rates from the same source were averaged across samples, log-transformed, and scaled to z-scores. The relationship between GRO and RNAp ChIP was modeled using a linear model without an intercept term. Values for gene categories or cell cycle phases were summarized by the mean, with error bars representing the 95% confidence interval as estimated by 1,000 bootstrap resamples.

## Results

### Elongating RNA polymerase II is highly dynamic during the cell cycle

To determine if the activity of elongating RNAP II undergoes changes throughout the cell cycle, we used alpha-factor to synchronize *S. cerevisiae* populations at START, the decision point within G1 in which cells commit to a new round of cell division [24]. We then released cells from the arrest and took samples for total RNAP II (ChIP) or active RNAP II (Genomic run-on) at 0, 30 and 60 minutes (see scheme in Fig 1A). 

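In genomic run-on (GRO), polymerases that were elongating when the cells were permeabilized extend their transcripts with radioactive UTP, and the labelled RNA is hybridized to filters that carry whole yeast ORFs. In RNAp ChIP, DNA crosslinked to RNAP II is immunoprecipitated with an antibody against the subunit Rpb3 (IP), amplified by PCR and compared with the whole cell extract (WCE). Each assay had 3 replicates at each of 0, 30 and 60 min, and genomic DNA was hybridized to each of the 7 filters used for GRO. For each of these 34 hybridizations the authors deposited the background-subtracted intensity of every spot, without normalization between hybridizations.
The median intensity of a hybridization was 45.2 to 63.1 for run-on RNA at 0 min, 35.7 to 47.4 at 30 min and 93.1 to 197 at 60 min. It was 94.2 to 158 for IP at 0 min, 171 to 220 at 30 min and 208 to 556 at 60 min. For WCE it was 99.6 to 261 at 0 min, 278 to 344 at 30 min and 304 to 616 at 60 min, and for genomic DNA it was 48.3 to 166. Between 85 and 362 spots per hybridization had an intensity of 0.
Ratios of run-on RNA to genomic DNA on the same filter, and of IP to WCE with the same replicate number, were taken on the log2 scale and centred on the median of each hybridization, after the global median normalization of the study. A spot was used in an assay when both intensities were above 0 in at least 2 of the 3 replicates at every time point, which 5699 spots met in GRO, 5829 in RNAp ChIP and 5642 in both. The study's threshold against the background and its scaling to rDNA spots were not applied. The files give the array position of each spot and do not pair it with a gene, so all values here are for spots, and spots that carry no ORF were not separated from the others.
For RNAp ChIP, the titles of 2 deposited samples name 60 and 30 min where their descriptions name 30 and 60 min. The descriptions were followed. In a check designed after the data were seen, S1 Table, of which 1059 of the paper's 4764 genes were in hand, was matched to spots on values that an exchange of the 2 samples leaves unchanged. Over the 36 entries with a clear match, the difference between the 30 and 60 min samples correlated with that in S1 Table at r = 0.908 under the descriptions and r = -0.908 under the titles. For GRO at 30 min the description names replicates 1 and 2, whereas 3 hybridizations are present and were used.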

FACS profile and budding index were used to estimate the average cell cycle stage of each sample (S1 Fig). Almost all cells from samples at time 0 were in G1, whereas most cells in the 60 min samples were in G2/M. Cells from the 30 min samples were in between, with at least one third of them exhibiting the characteristic small bud of S phase, indicating a clear enrichment in this phase.

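From 0 to 30 min, the GRO ratio changed at 301 of 5699 spots (adjusted p below 0.05 in limma's moderated test with Benjamini-Hochberg adjustment), of which 104 rose and 197 fell. From 0 to 60 min it changed at 136 spots, of which 35 rose and 101 fell. The RNAp ChIP ratio changed at 306 of 5829 spots from 0 to 30 min, with 101 higher and 205 lower, and at 137 spots from 0 to 60 min, with 51 higher and 86 lower. Tested over the 3 time points together with the moderated F-test, 224 spots changed in GRO and 330 in RNAp ChIP. The median log2 change in GRO at 30 min was -1.80 among the spots that fell and 1.41 among those that rose. In RNAp ChIP the medians at 30 min were -1.40 and 1.15.
With the replicate number as a block, 138 spots changed in GRO between 0 and 30 min, 34 upward and 104 downward. The same block gave 47 spots in GRO between 0 and 60 min. In RNAp ChIP it gave 180 spots at 30 min and 102 at 60 min. Over the 3 time points together it gave 102 spots in GRO and 175 in RNAp ChIP. The count for GRO at 30 min moved most, to 1527 spots, when the filter was entered as a random block, an alternative chosen after the data were seen. Of these spots 709 rose and 818 fell. The share that rose was 46.43%, against 34.55% in the fit without a block.
The spot R13 - C19 : 4 rose in GRO from a log2 ratio of -1.66 ± 0.69 (SD, n = 3) at 0 min to 1.93 ± 0.19 at 30 min, a change of 3.59 (standard error 0.34, adjusted p = 0.00252, limma). The spot R3 - C24 : 9 fell in GRO from 3.12 ± 0.66 to -1.92 ± 0.77 over the same interval, a change of -5.04 (standard error 0.45, adjusted p = 0.00252, limma). It belonged to the 25% of spots with the dimmest denominator. In RNAp ChIP, the spot R3 - C4 : 3 fell from 2.96 ± 0.26 at 0 min to -2.50 ± 0.39 at 30 min and -1.99 ± 0.26 at 60 min. Its change at 30 min was -5.46 (standard error 0.25, adjusted p = 2.19e-05, limma), and in GRO it changed by -5.71 from 0 to 60 min. The spot R13 - C14 : 13, which also had a dim denominator, rose in RNAp ChIP from -1.27 ± 0.61 at 0 min to 1.64 ± 0.18 at 60 min, a change of 2.90 (standard error 0.29, adjusted p = 8.59e-04, limma).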

First analyses revealed many genes in which the levels of active and total RNAP II change during the cell cycle (S2A Fig). As shown in Fig 1B, global correlation between total RNAP II (ChIP) and active RNAP II (GRO) was significant and oscillated across the cell cycle, showing a maximum Pearson correlation coefficient (R^2^) of 0.41 at the 30 min timepoint after START. 

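Over the 5642 spots with values in both assays, the replicate means of the log2 ratios were scaled to z-scores and GRO was regressed on RNAp ChIP without an intercept. R2 was 0.260 at 0 min, 0.281 at 30 min and 0.265 at 60 min. Single replicates of GRO set against single replicates of RNAp ChIP gave R2 from 0.116 to 0.245 at 0 min, from 0.194 to 0.279 at 30 min and from 0.171 to 0.278 at 60 min, over 9 pairs each. The differences between time points were within this spread, which is that of single replicates and not the error of the means. At 0 and 30 min the R2 of the means lay above the range of the single replicates. When the time labels of the hybridizations were exchanged within each assay, 230 of the 400 regroupings gave a difference between 0 and 30 min at least as large as the observed 0.0205 (two-sided exact permutation test, p = 0.575, adjusted p = 0.925 over the 3 comparisons). Between 0 and 60 min p was 0.925 and between 30 and 60 min it was 0.680 in the same exact permutation test, with an adjusted p of 0.925 each. At 0 min R2 moved most, to 0.328, when spots among the 25% with the dimmest denominators in either assay were left out, which kept 4021 spots. At 30 and 60 min it moved most when the 2% of spots with the brightest genomic DNA signal were left out, a choice made after the data were seen. Without these it was 0.317 at 0 min, 0.423 at 30 min and 0.399 at 60 min over 5529 spots. The difference between 0 and 30 min had p = 0.015 over those spots (exact permutation test, adjusted p = 0.045), and that between 0 and 60 min had p = 0.080 (adjusted p = 0.120).

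**Figure D1:**
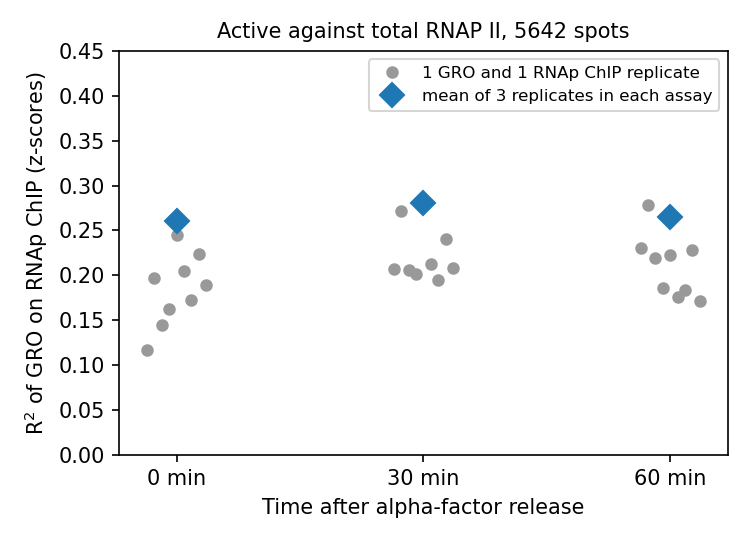
R2 of GRO on RNAp ChIP (z-scores of log2 ratios, vertical axis) at 0, 30 and 60 min after alpha-factor release (horizontal axis). Grey points are the 9 pairs of 1 GRO and 1 RNAp ChIP replicate, and blue diamonds are the means of 3 replicates in each assay, at 0.260, 0.281 and 0.265.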

When we focused in the subset of genes with significant periodic regulation across the cell cycle [18], correlation between total and active RNAP II was slightly higher in G1 (R^2^ value of 0.38 versus 0.31 in all genes) and in S-G2 (R^2^ value of 0.44 versus 0.41) (Fig 1B).

We analyzed RNAP II behavior in the different categories of cyclic genes, according to its phase of maximal expression (S1 Table). We found rather parallel RNAP II ChIP and GRO average profiles (Fig 1C). Using the previously published data from Cramer’s lab [17], we also found that these transcriptional patterns were similar to their corresponding mRNA profiles, and symmetrical to those of mRNA decay (Fig 1C, see later).

This parallelism between total and active RNAP II patterns in cyclic genes supports the technical consistency of our experimental data. However, some subtle differences between the RNAP II ChIP and GRO average profiles were detected, particularly in the G1-S and M genes (Fig 1C). Moreover, the modest global correlation of RNAP II ChIP and GRO across the genome (Fig 1B) seemed to indicate that the control of elongation dynamics might contribute to cell cycle regulation. 

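The R2 of GRO on RNAp ChIP was also set against the reproducibility of each assay. From the correlations between replicates, the reliability of the mean of 3 replicates (Spearman-Brown) was 0.906, 0.920 and 0.936 for GRO and 0.884, 0.950 and 0.923 for RNAp ChIP at 0, 30 and 60 min. R2 divided by the reliabilities of both assays was 0.325, 0.321 and 0.307. With replicate 1, 2 or 3 left out of both assays in turn, this corrected value stayed between 0.265 and 0.357. It depended on the spots included. Without the 2% of spots with the brightest genomic DNA the corrected values were 0.401, 0.494 and 0.470, and within 4 equal groups of spots by denominator signal they ranged from 0.162 to 0.590.
The changes in the assays were related as well. The change in GRO from 0 to 30 min correlated with the change in RNAp ChIP at Pearson's r = 0.320 across 5642 spots, and 57.4% of spots changed in the same direction. From 0 to 60 min r was 0.227 and the share was 53.9%. Spots are not independent replicates, so the time labels were exchanged instead. For each interval 4 of 400 regroupings gave an r as large (two-sided exact permutation test, p = 0.010, also the adjusted value over the 2 intervals). These 4 are the real grouping and its mirror images, so 0.010 is the smallest p this test can return. Every other regrouping mixes time points in at least 1 assay, so the test does not isolate the relation between the 2 changes. Divided by the square root of the product of the shares of variance in the 2 changes that replicates reproduce, r was 0.576 and 0.512. From the modest correlation between total and active RNAP II, the paper proposes that elongation dynamics might have a part in cell cycle regulation.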

We hypothesized that changes in gene expression during the cell cycle may result from a variety of strategies in which transcription would be regulated, not only by increasing or decreasing the number of RNAP II molecules engaged on a gene, but also by changing their catalytic activity during elongation.

### Some cycling genes are transcriptionally regulated at the elongation step

To uncover these putative regulatory strategies, we clustered all genes according to their RNAP II ChIP and GRO profiles along the cell cycle. We followed the SOTA procedure [23], using the linear correlation coefficient as the distance metric between genes and a variability threshold of 40% as training conditions (S2B Fig). This resulted in ten distinct clusters, named A to J, which divided the gene set into consistent groups (Fig 2A, S1 Table). Average GRO and RNAP II ChIP signals for each cluster are shown in Fig 2B, alongside mRNA expression and decay data from [17] (see later).

**Fig 2:**
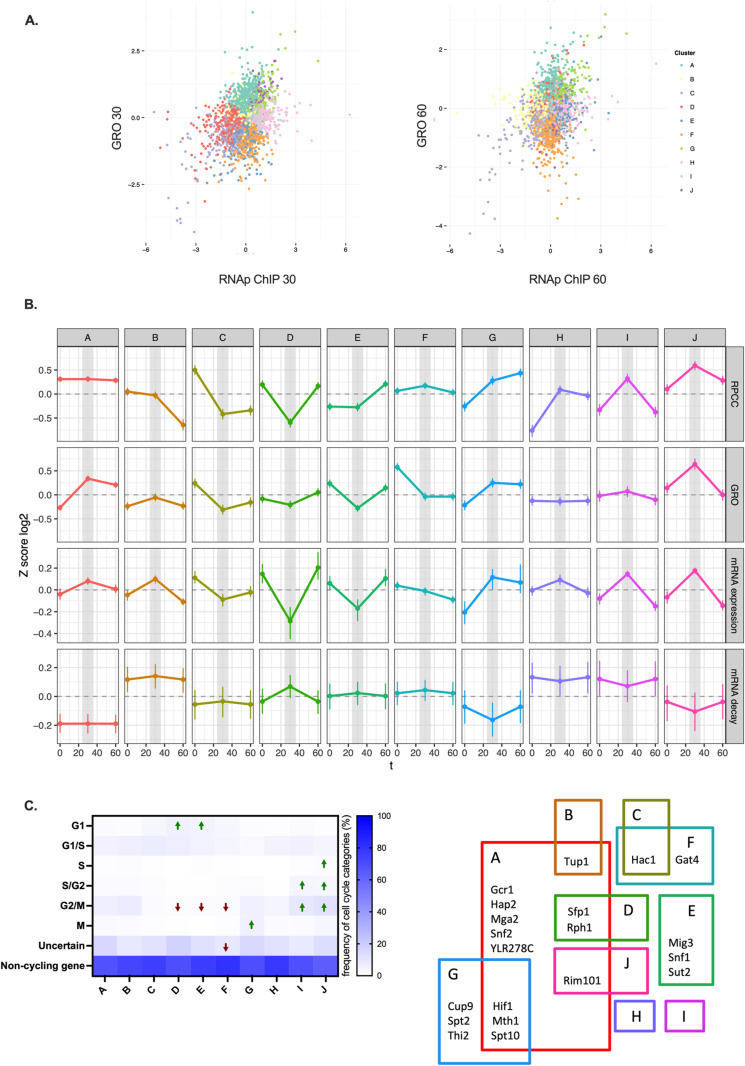
Clustering analysis of total and active RNAP II at genes during the transition from G1 to G2. A) Overview of the different clusters identified through SOTA analysis. B) Behavior of total RNAP II (RNAp ChIP) and active RNAP II (GRO) in each identified cluster. mRNA expression and mRNA decay data from Eser et al. [17] are also presented. Genes included in each cluster, along with all transcriptomic data, are listed in S1 Table. To determine the proportion of active polymerases, we performed a linear regression analysis using GRO as the dependent variable and RNAp ChIP as the predictor, without an intercept term. The resulting regression coefficient represents the fraction of RNA polymerases actively engaged in transcription. By interpreting this coefficient as the efficiency of polymerase engagement, we estimate the percentage of active polymerases relative to the total chromatin-bound population. C) Distribution of cell cycle genes according to their peak of maximal expression (CellCycleBase 3.0) [18] in each of the clusters identified. Green arrows indicate groups in which the enrichment or depletion of cell cycle genes is statistically significant (logistic regression with Benjamini-Hochberg correction). D) Transcription factors known to regulate genes belonging to the clusters described in A. Only transcription factors significantly enriched in one or two clusters (Yeastrack [25], hypergeometric test p < 10 ⁻ ⁵), according to DNA binding or expression evidence, are shown. Other transcription factors significantly enriched in three or more clusters include: Bas1, Cst6, Tec1, Gat1, Cbf1, Met28, Pdr1, Gcn4, Met31, Met32, Pdr3, Rpn4, and Yap1.

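Over all spots with values in both assays, the regression coefficient of GRO on RNAp ChIP was 0.510 at 0 min, 0.530 at 30 min and 0.515 at 60 min, that is 51.0%, 53.0% and 51.5%. Between single replicates it ranged from 0.341 to 0.495 at 0 min, from 0.441 to 0.528 at 30 min and from 0.413 to 0.527 at 60 min. Over all spots the 3 time points thus differed by less than single replicates did, which is not the error of the means. Without the 2% of spots with the brightest genomic DNA, a choice made after the data were seen, the coefficient was 0.563, 0.651 and 0.632. Over those spots R2 differed between 0 and 30 min with p = 0.015 (exact permutation test, adjusted p = 0.045). Because both assays were scaled to z-scores over the same spots, the coefficient equals Pearson's r by construction. On median-centred log2 ratios without this scaling it was 0.751, 0.749 and 0.799, and the SD of the log2 ratios across spots at 0 min was 1.35 in GRO and 0.91 in RNAp ChIP. The coefficient was not computed for single clusters, since the spots are not paired with genes.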

Some clusters exhibited parallel profiles for total (ChIP) and active RNAP II (GRO). For instance, cluster C showed significant decreases in both RNAP II ChIP and GRO signals at the 30-minute time point, followed by a minimal change at 60 minutes (Fig 2B). A similarly simple regulation was observed in cluster G, which displayed a sustained increase in both RNAP II ChIP and GRO signals after G1 (Fig 2B). Finally, cluster J exhibited peaks of both RNAP II ChIP and GRO at the 30-minute time point (Fig 2B). In all three of these clusters, regulation is likely exerted by controlling RNAP II recruitment, with little or no modulation of its elongation activity.

In contrast, the other seven clusters exhibited different patterns of average RNAP II ChIP and GRO signals, with some of them showing completely dissimilar profiles (Fig 2B). For example, cluster B displayed a marked decrease in RNAP II ChIP at 60 minutes after G1, while showing a peak in GRO at 30 minutes (Fig 2B). Cluster H showed increased RNAP II ChIP signals at both 30 and 60 minutes, but a flat pattern in GRO (Fig 2B). The opposite was observed in cluster F, where RNAP II ChIP signals increased slightly at 30 minutes, whereas GRO signals dropped at this time point and remained low at 60 minutes (Fig 2B). Cluster A also exhibited a distinct pattern: a flat RNAP II ChIP profile with a strong increase in GRO after G1, peaking at the 30-minute time point (Fig 2B). Unparallel profiles were also observed in clusters D and I, where RNAP II ChIP signals decreased and increased, respectively, 30 minutes after G1, without comparable changes in their GRO profiles (Fig 2B).

We next examined whether these alternative patterns of RNAP II elongation were significant for the expression of cycling genes in the ten clusters, as defined by Cyclebase [18]. We found significant enrichment, either positive or negative, in most clusters. Positive enrichments were particularly clear in clusters D and E (G1 genes), G (M genes), I (S/G2 and G2/M genes), and J (S, S/G2, and G2/M genes) (Fig 2C). Additionally, when we examined the presence of our clusters within previously defined cycling gene subgroups, we found significant enrichment of clusters D, E, and F in G1 genes, and of cluster G in M genes (S3 Fig). Interestingly, we also observed significant exclusion of all clusters except B, G, I, and J from G2/M genes (S3 Fig). Furthermore, clusters D, E, and F were significantly excluded from S/G2 genes (S3 Fig).

Notably, some clusters displaying dissimilar RNAP II ChIP and GRO profiles across the cell cycle, such as D, F and I, were associated with cycling genes in the analyses mentioned above. GRO and RNAp ChIP profiles of several G1-expressed genes belonging to cluster D are shown in S4A Fig. Examples of G1- and G1/S-expressed genes from cluster F, and S/G2- and G2/M genes from cluster I are also shown (S4B–S4C Figs). These results suggest that regulation of RNAP II activity during transcription elongation is compatible with cell cycle control of gene expression, establishing a link between transcription elongation dynamics and cell cycle regulation.

We also investigated whether the genes within each cluster shared specific transcriptional activators or repressors, based on previous experimental evidence. We used the “Rank by TF” tool from the Yeastrack database [25]. We found that most clusters were significantly enriched in genes regulated by specific activators or repressors (Fig 2D). For instance, cluster G was enriched in genes regulated by Spt10, Spt2, and Hif1, all of which are known to control histone gene transcription in S phase [26], as well as by Thi2, an activator of thiamine pyrophosphate biosynthesis genes, which are upregulated during mitosis [16] (Fig 2D).

### Regulation of RNA polymerase II elongation explains the cycling pattern of ribosome biogenesis genes

We wondered whether the genes in each cluster, in addition to sharing common transcriptional regulation, also exhibited functional similarities. Gene ontology (GO) analysis confirmed that this was indeed the case (S2 Table).

For example, cluster A was enriched in terms related to ribosome biogenesis and the structural constituents of ribosomes (ribosomal proteins) (Fig 3A). These categories correspond to the so-called “RiBi” and “RP” regulons, respectively [17]. Consistent with these findings, we observed that cluster A genes were enriched in the global activator Gcr1, known to act as a coactivator of Rap1 in the regulation of ribosomal protein genes [27] (Fig 2D). A significant proportion of cluster A genes also appeared to be targets of Sfp1 and Rph1 (Fig 2D). These two regulators mediate the control of ribosomal protein genes in response to nutrient and stress signaling [28,29], and their molecular functions are connected to transcription elongation. Sfp1 promotes RNA pol II backtracking in its target genes [30,31], while Rph1, a histone H3-K36 demethylase, is linked to chromatin dynamics in the context of RNAP II elongation [32].

**Fig 3:**
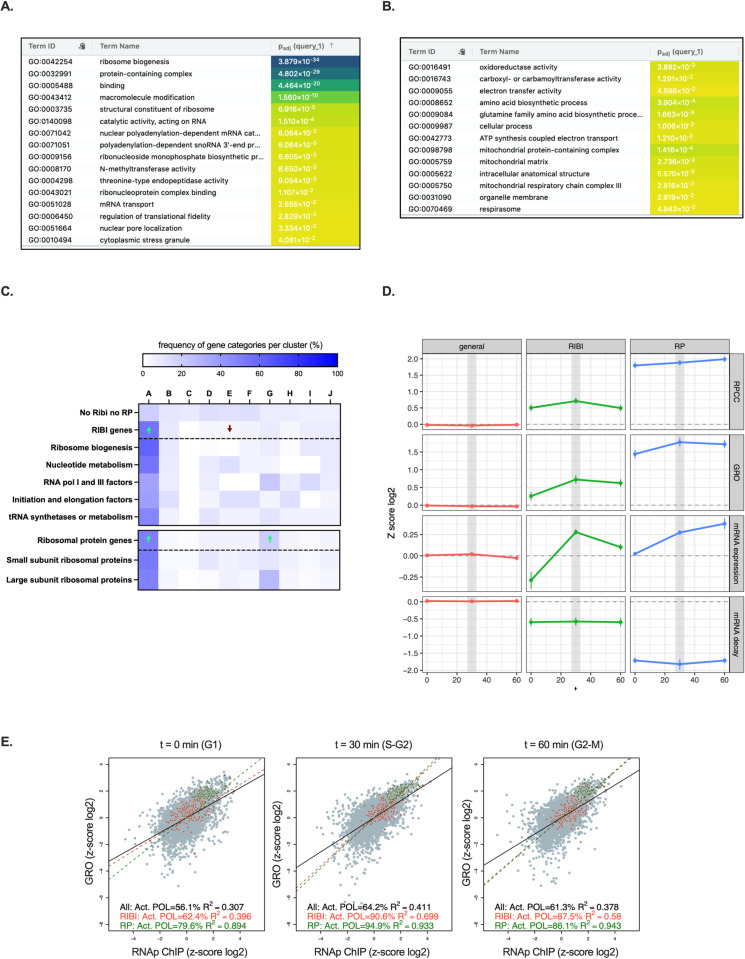
Cell cycle and functional analysis of total and active RNAP II across the cell cycle. A) Gene ontology analysis with gProfiler for genes in cluster A. B) Similar analysis for genes in cluster D. C) Distribution of identified clusters and logistic regression analyses within the RIBI regulon and subcategories (upper section) and within the RP regulon and subcategories (lower section). D) Representation of total RNAP II (RNAp ChIP) and active RNAP II (GRO) in RiBi and RP genes. mRNA expression and mRNA decay data from Eser et al. [17] are also represented. E) Normalized values for all genes (grey), RiBi regulon (red), and RP regulon (green) for total RNAP II (RNAp ChIP) and active RNA Pol II (GRO). The proportion of active polymerases was calculated as described in Fig 1B.

Cluster D was enriched in a wide set of categories related to respiration and metabolic pathways localized to mitochondria (Fig 3B). Interestingly, genes in cluster D were also enriched in specific targets of Sfp1 and Rph1 (Fig 2D).

Given the high significance of their GO categories, we focused on cluster A and the ribosome biogenesis genes, whose regulation is critical for cell growth (reviewed in [33]; see also [34]). We analyzed the cluster distribution of the 207 genes from the RiBi regulon present in our dataset and found that more than 50% belonged to cluster A, confirming the significance of this enrichment. In contrast, most other clusters were either not enriched or significantly depleted of this regulon (Fig 3C). All RiBi regulon subgroups, including genes involved in nucleotide metabolism, translation factors, and tRNA synthetases, were highly represented in cluster A (Fig 3C).

We also examined the average GRO and RNAp ChIP profiles of the entire RiBi regulon. As in cluster A, between the 0 and 30-minute time points, the GRO signal increased more than the RNAp ChIP signal (Fig 3D). For the RP regulon, less dissimilar average profiles of total and active RNAP II were observed (Fig 3D). This difference from the cluster A average can be explained by the fact that ribosomal protein genes were not only enriched in cluster A but also in cluster G (Fig 3C), which shows a similar GRO profile to cluster A but with a parallel RNAp ChIP profile (Fig 2B). Ribosomal protein genes in cluster G mainly encode components of the large ribosomal subunit (Fig 3C). The significance of this finding is unclear, but it may reflect the existence of different regulatory mechanisms for the synthesis of each ribosomal subunit.

Moreover, the differences between the RP and RiBi regulons are consistent with the overall correlation between GRO and RNAp ChIP signals for these gene groups across the cell cycle. While ribosomal protein genes exhibited very high R² values at all three time points (between 0.89 and 0.94), RiBi genes showed a drastic increase in correlation from 0 (R² = 0.40) to 30 minutes (R² = 0.70) (Fig 3E).

Ribosome-related mRNAs have not been systematically described as undergoing cyclic regulation [18], although a recent study supports the periodic regulation of genes related to rRNA synthesis, cytoplasmic translation, and ribosome biogenesis at the proteomic level [14]. We analyzed mRNA expression of a subset of eight genes from the RiBi and RP regulons by RT-PCR in alpha factor-synchronized cells. All analyzed RiBi genes exhibited peaks of expression 20 minutes after release from alpha factor (S5 Fig). This cycling pattern was not as clear in the three ribosomal protein genes analyzed (S5 Fig). We conclude that most genes of the RiBi regulon control their expression across the cell cycle by altering RNAP II activity during transcription elongation.

### RNA polymerase II elongation patterns define alternative gene expression strategies during the cell cycle

The RiBi regulon is a good example where GRO profiles anticipated mRNA expression patterns better than RNAP II ChIP (Fig 3D). To extend this perspective, we represented the average mRNA levels of these clusters, using the accurate transcriptomic quantification of synchronized cells after START performed by Eser et al. [17]. We confirmed that, in most cases, mRNA expression profiles followed GRO values more closely than RNAP II ChIP (compare the RNAP II ChIP, GRO, and mRNA expression panels in Fig 2B).

However, two clear exceptions were detected. Clusters D and I, which are enriched in G1-expressed genes and S/G2/M genes, respectively (Fig 2C), showed a closer parallelism of mRNA expression profiles to RNAP II ChIP than to GRO (Fig 2B). These two cases were puzzling, since RNAP II activity measured by GRO should be a better proxy for transcription than total RNAP II present on genes, as the latter includes both backtracked RNAP II molecules and actively elongating ones [8,31,35,36].

To understand these cases, we incorporated mRNA decay values along the cell cycle, which were obtained by Cramer’s laboratory [17] using a metabolic labeling approach. As previously described, this additional information aids in understanding the regulatory behavior of cycling genes. For example, the decrease in mRNA expression of G1/S genes at the 30-minute time point is better explained by increased mRNA decay than by the relatively flat profile of transcriptional activity measured by GRO (Fig 1C).

This additional layer of information allowed us to explain the divergence between GRO and mRNA expression profiles detected in clusters D and I. We found that average mRNA decay values in cluster D were maximal at 30 minutes (Fig 2B). Therefore, the combination of a mild decrease in transcriptional activity (GRO) with a marked increase in mRNA decay explains the strong downregulation of mRNA expression levels for this group of genes at the 30-minute time point (Fig 2B).

In contrast, cluster I showed a mild increase in transcriptional activity (GRO) combined with a slight decrease in mRNA decay, which explains the comparatively higher increase in mRNA expression at 30 minutes (Fig 2B). In fact, comparing clusters I and J, which showed nearly identical mRNA expression profiles, is illustrative of two alternative strategies that result in the same average mRNA expression pattern. In cluster I, mRNA expression regulation is achieved by comparable changes in RNAP II activity and mRNA decay, whereas in cluster J, regulation of RNAP II activity was much more pronounced (Fig 2B). This difference is likely due to the overall higher stability (lower decay) of mRNAs in cluster J compared to cluster I (Fig 2B). As expected, transcriptional regulation of stable mRNAs involves more intense changes in transcriptional activity than for unstable mRNAs. GRO changes also triggered stronger alterations of mRNA expression in ribosome biogenesis genes than in ribosomal protein genes, which exhibited much more stable mRNAs (Fig 3D).

The comparison of clusters D and E is also very informative. These two sets of genes shared similar overall mRNA stabilities, intermediate between those of clusters I and J (Fig 2B). In this context, the stronger regulation of transcriptional activity shown by cluster E was insufficient to match the regulatory effect in mRNA levels observed in cluster D, which combined milder control of transcription activity with a more pronounced change in mRNA stability (Fig 2B).

A similar conclusion was reached when comparing clusters A (stable mRNAs) and H (very unstable mRNAs). In this case, drastic upregulation of transcriptional activity with no regulation of mRNA decay (cluster A) produced the same average mRNA expression pattern as no change in transcriptional activity combined with slight downregulation of decay (cluster H).

The synergistic effect produced by the combined control of transcription and decay was also evident when we compared clusters A and G, both of which express stable mRNAs. These two clusters exhibited upregulated GRO profiles after START; however, in the case of cluster G, its combination with mRNA decay downregulation led to stronger upregulation of mRNA levels than in cluster A, where no significant change in decay was detected (Fig 2B). Thus, in all ranges of mRNA stability, the most pronounced regulation of mRNA levels was achieved by concerted control of RNAP II activity and mRNA decay.

## Discussion

The comparison of total RNAP II occupancy on gene bodies, as measured by ChIP (RNAP II ChIP), with transcriptional activity assessed by genomic run-on (GRO) allowed us to test whether the regulation of transcription elongation plays a significant role in gene expression across the cell cycle. 

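Whether the change after release differed between GRO and RNAp ChIP was tested at each of the 5642 spots measured in both, on z-scores, with limma's moderated test of the interaction between assay and time point. At 30 min 86 spots (1.52%) had an adjusted p below 0.05, and at 60 min 41 spots (0.727%) did. GRO changed upward relative to RNAp ChIP at 65 of the 86 spots and at 27 of the 41. On median-centred log2 ratios the numbers were 47 upward and 40 downward at 30 min, a nearly even split. At 60 min they were 9 upward and 27 downward, so the prevailing direction depended on the scale there. The splits themselves were not tested, and an upward excess at 30 min was clear on z-scores only. Spots that differed at 30 or 60 min numbered 103 (1.83%).
The number of spots that can be called limits these shares. Among simulated spots given a log2 change of 2 in GRO alone, the interaction test called 44.5%, and with a log2 change of 1 it called 1.5%. The count at 30 min was 192 without replicate 2 of RNAp ChIP at 0 min and 24 when each denominator was replaced by the mean denominator.
Of the spots called at 30 min in either assay, 14 rose and 65 fell in both, 1 changed in opposite directions and 436 were called in 1 assay only. The difference between the assays was itself past the threshold at 58 of those 436 spots. At 60 min 14 spots rose and 28 fell in both, none in opposite directions, and 27 of the 186 spots called in 1 assay only had a different change.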

Only 21% of the 4,764 analyzed genes were classified into clusters that exhibited parallel RNAp ChIP and GRO profiles after alpha factor release (Fig 2B and S2 Fig), indicating that most budding yeast genes undergo some form of regulation at the RNAP II activity level.

Several gene clusters were significantly enriched in genes previously shown to exhibit a cyclic pattern of mRNA expression. This was the case for cluster G, which is associated with M-specific genes and their transcription regulators (Fig 2C–2D), and which displayed parallel RNAp ChIP, GRO, and mRNA expression profiles (Fig 2B). No alterations in transcriptional activity during elongation are required to explain the regulatory behavior of these genes.

In contrast, clusters D (enriched in G1-specific genes) and I (enriched in S-G2-M genes) displayed dissimilar RNAp ChIP and GRO profiles (Fig 2B, S4 Fig), indicating that some alterations in RNAP II activity must occur during transcription elongation, likely through RNAP II backtracking. In these two cases, GRO profiles alone did not explain the mRNA expression patterns, unless mRNA decay was also considered (Fig 2B, see later).

Interestingly, cluster A, which also exhibited non-parallel RNAp ChIP and GRO average profiles, contained more than 50% of the RiBi regulon (Fig 3A). Although these genes were not previously described as periodic [18], we confirmed this regulation for some examples through RT-PCR (S5 Fig) and found a regulated mRNA expression pattern for the entire ribosome biogenesis group in the cell-cycle expression dataset produced by Eser et al. [17] (Fig 3D).

RNAP II activity in ribosomal protein and ribosome biogenesis genes has previously been shown to be regulated during elongation in response to environmental stimuli mediated by protein kinase A [8]. Interestingly, another regulon capable of modulating its elongating RNAP II activity in response to these conditions is composed of genes related to respiration and other mitochondrial functions [8]. GO analyses revealed significant enrichment of this type of genes in cluster D (Fig 3B).

We have previously described that these regulons change their expression in response to cell growth in opposite directions: mRNA concentrations of ribosomal protein and ribosome biogenesis genes increase with the growth rate, whereas mRNA concentrations of mitochondria-related genes decrease, in line with the low respiratory activity of fast-growing yeast cultures [37]. These controls occur through different mechanisms: ribosomal protein and ribosome biogenesis genes upregulate transcription with cell growth without overall changes in mRNA stability, while mitochondria-related genes decrease mRNA stability with increasing growth rate, without significant alterations in transcription rates [37,38]. In agreement with this, the regulation of mRNA levels in cluster A, and more specifically in ribosome biogenesis and ribosomal protein genes, appears to be primarily transcriptional (Figs 2B and 3E), whereas the mRNA expression in cluster D across the cell cycle requires mRNA decay to be considered (Fig 2B).

The decreased expression of mitochondria-related genes at the 30-minute time point, when at least one third of the cells were in S phase, aligns with published evidence suggesting that DNA replication occurs during the reductive phase of the *S. cerevisiae* metabolic cycle [39,40]. The increased expression of ribosome biogenesis genes at this time point is likely related to the S-phase, as nucleolus biogenesis is coupled with rDNA replication [41]. Moreover, the synthesis of a complete set of new RNA polymerase I and ribosome components, particularly biogenesis factors, is required before the complete nucleolar reorganization that occurs in mitosis [42].

As discussed earlier, D and I are the two clusters where: i) alterations in RNAP II activity, likely due to backtracking, are occurring, and ii) mRNA stability is playing a significant role in regulation. The fact that genes clustered according to elongating RNAP II activity features (RNAp ChIP/GRO profiles) show distinct mRNA decay profiles underscores the importance of transcriptional elongation dynamics in gene expression across the cell cycle. This was especially evident when comparing clusters I and J, which display identical average mRNA expression profiles but differ in mRNA stabilities (Figs 2B).

A molecular connection between RNAP II elongation dynamics and the stability of transcribed mRNA was recently described by us for genes controlled by the transcription factor Sfp1 [30]. During transcription of these genes, Sfp1 promotes RNAP II backtracking until late elongation, when it is transferred from the polymerase to the nascent mRNA, which then becomes imprinted for higher stability [30]. It is tempting to hypothesize that a similar mechanism could be operating in the genes of clusters D and I. In fact, genes in cluster D are significantly enriched in targets of Sfp1 (Fig 2D). In this regard, the mRNA stability of mitochondria-related genes (enriched in cluster D, Fig 2B) is controlled by Puf3, a factor that has been proposed to bind its targets co-transcriptionally [43].

In addition to Puf3-regulated ones, other genes whose mRNAs are targeted by RNA binding proteins that control their stability also exhibit transcriptional activation/repression, indicating the existence of specific mechanisms of crosstalk, which sum up effects on synthesis and decay rates as a way to enhance regulation [44].

These mechanisms of crosstalk may involve complex interactions between transcriptional regulators and RNA-binding proteins that are dynamically modulated across the cell cycle. Such interactions not only influence gene expression but also fine-tune the stability of the mRNA transcripts, contributing to the precise regulation required for cellular processes such as growth and division. Indeed, the balance between transcriptional activity and mRNA decay is crucial for maintaining the appropriate levels of gene products at different stages of the cell cycle.

## Supporting information

S1 Fig Cell cycle distribution in assessed samples. Representative example of the budding index and the FACS profile of samples in which stages in which active and total RNA pol II were analysed.
(PDF)

S2 Fig Distribution of total RNA polymerase II (RNAp ChIP) and active RNA polymerase II (GRO) at genes during the transition from G1 to G2. A) Plot representing total RNA pol II and active RNA pol II present in each gene at each time point analysed. B) Plot representing clusters identified with SOTA.
(PDF)

S3 Fig Distribution of identified clusters within the different categories of cell cycle genes according to their peak of maximal accumulation (CellCycle Base 3.0). Green arrows represent groups in which the enrichment or depletion of clusters is statistically significant (logistic regression with BF correction).
(PDF)

S4 Fig Some periodically expressed genes exhibit dissimilar GRO and RNAp ChIP profiles along the cell cycle. A) Examples of G1-expressed genes (*AMS1, ARA1, CHS1, GPD1, TPS1* and *YDL023C*) belonging to cluster D. B) Examples of G1- (*ALD4*, *HXT4* and *HXT5*) and G1/S-expressed genes (*IDH2*, *HEM15* and *YLR327C*) from cluster F. C) Examples of S/G2- (*ARP10*) and G2/M-expressed genes (*FKH2, STB5, TUB2, YOR246C* and *YTH1)* from cluster I.
(PDF)

S5 Fig Cell cycle regulation of RiBi and RP genes. Gene ontology analysis highlights a strong enrichment of cluster A in RP and RIBI genes. Manual validation of mRNA levels obtained for selected RiBi and RP genes in synchronized cells released from a G1 arrest with alpha factor (10 minutes interval sampling).
(PDF)

S1 Table Experimental data. GRO, RNAp ChIP, mRNA expression and mRNA decay data for all genes, indicating the cluster where each genes is located, whether the gene has been previously described as cell-cycle regulated, and whether it belongs to RiBi or RP regulons. mRNA expression and decay data are from Cramer´s lab [17].
(XLSX)

S2 Table Gene ontology analyses. Results of the gene ontology analyses performed with each gene cluster.
(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

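Yeast cells were arrested in G1 with alpha factor and sampled at 0, 30 and 60 min after release for genomic run-on (GRO, active RNAP II) and for RNAp ChIP (total RNAP II). Each of the 6 groups had 3 replicates. The study made the deposited values from nylon filters with whole-ORF probes, hybridized with 33P-labelled material, read on a phosphorimager and quantified with ArrayVision. The unit of all values is the intensity of a spot, which the authors deposited as background-subtracted density without normalization between hybridizations. The IP and WCE DNA had been amplified by ligation-mediated PCR before labelling, which can change the relative amounts of fragments. The files hold 34 hybridizations of 6144 spots (16 rows, 24 columns and 16 positions): 9 of run-on RNA, 7 of genomic DNA, 9 of IP and 9 of WCE. No column of values was left unused. The study's rule that a value exceed its background by a set factor was not applied, because the files hold no background, and 0 was the only value treated as missing.

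The sample labels gave the groups. For RNAp ChIP at 30 and 60 min the titles and the descriptions of the samples exchange the time points, and the descriptions were used, chosen before the data were examined. The planned check compared each sample with the RNAp ChIP columns of S1 Table gene by gene, which needs gene names. It was replaced, after the data were seen, by a match of S1 entries to spots on the GRO values, the RNAp ChIP value at 0 min and the sum of the 30 and 60 min values, none of which depends on which sample is called 30 min. Several other versions of this match were tried first. The difference between the 30 and 60 min samples correlated with that in S1 Table at r = 0.908 over the 36 entries whose best match was more than 3 times closer than the next, at r = 0.729 over 115 entries with a factor of 2, and at r = 0.628 over 268 entries with a factor of 1.5. The copy of S1 Table in hand held 1059 of its 4764 genes, no set test was run on it, and the match was used for nothing else.

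Ratios were computed as log2 of run-on RNA over genomic DNA on the same filter and log2 of IP over WCE with the same replicate number, and each hybridization was centred on its median. Spots needed both intensities above 0 in at least 2 of 3 replicates at every time point, which left 5699 spots in GRO, 5829 in RNAp ChIP and 5642 in both. Changes between time points were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) in one fit of the 9 hybridizations of an assay, with Benjamini-Hochberg adjustment and a threshold of 0.05. The difference between the changes in GRO and RNAp ChIP was tested in one fit of 18 values in 6 groups, on z-scores within each hybridization. The median residual SD was 0.399 in GRO and 0.303 in RNAp ChIP on the log2 scale. R2 and the regression coefficient came from a linear model without an intercept on z-scores of the replicate means, in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3. The range or SD over the 9 pairs of single replicates is given beside them. Single replicates are noisier than the means and the pairs share hybridizations, so this spread is not the error of the means. Time points were compared by exact permutation of the hybridizations of 2 time points within each assay, 20 by 20 or 400 regroupings. The number of arrays limits the precision of every value.

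The tests were checked on simulated data made from the real values. With 200 spots changed by 2 on the log2 scale, limma called 72.5% of them in GRO and 86.5% in RNAp ChIP, with 8 and 3 wrong calls. With a change of 1 it called 0% and 25.5%. The reliability correction returned 0.504 and 0.510 for a true R2 of 0.490 at 2 noise levels.

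Same-numbered replicates of GRO at 0 and 30 min deviated from their group means together, with r = 0.509 (both on filter 1), 0.129 and 0.172 across spots, so these numbers were treated as pairs on the rule that each pair exceeds 0.1. Replicates 2 and 3 deviated together to a similar degree across numbers (r = 0.141 and 0.131), so the pair on filter 1 alone stands out. Deviations from a group mean cancel within the group, so that pair by itself raises r among replicates 2 and 3. Meeting the rule is therefore no evidence that the numbers mark pairs. Neither the paper nor the labels say what a shared number means. In the other comparisons at least 1 pair fell below that level. The single spots named were chosen by a rule set before the data were examined: the 2 spots that rose most and the 2 that fell most in each comparison with 0 min, among those past the threshold whose replicates did not overlap. To keep to 2 that rose and 2 that fell, the one of these with the smallest adjusted p was then printed for each assay and direction, a choice made after the data were seen.

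The array positions are not paired with genes in the files, and gene names were not inferred from values. For that reason the planned results for ribosomal protein genes, RiBi genes, periodic genes, clusters, gene sets and the genes named in S4 Fig, together with the 62 alternatives set for them, and the scaling to rDNA spots, were not run. Spots that carry no ORF stayed among the spots tested. Alternatives set beforehand covered the scale, quantile normalization, the denominator, the spots included, dim spots, the replicate block, the time points in the fit, the intercept, and leaving out replicates. The filter as a random block, the removal of array block medians, the time points of the titles and the removal of the brightest 1%, 2% or 5% of spots were added after the data were seen.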

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

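The tests here, including the count over other splits, were chosen after the result was seen. The change after release differed between GRO and RNAp ChIP at 86 of 5642 spots at 30 min and at 41 at 60 min, by a test of the difference itself. With the time labels of the hybridizations regrouped within each assay, 8 of 100 splits gave as many spots at 30 min and 8 of 100 at 60 min, the real one included. Some of these splits gave more spots than the real groups did, up to 2.86 times as many at 30 min and 2.34 times as many at 60 min. Each of these 8 splits kept the real groups in at least 1 assay and so holds the real change of that assay. This count therefore does not settle whether a random division gives as many. Among the 80 splits at 30 min that kept them in neither, the highest count was 9, and among the 81 at 60 min it was 2.

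Differences between array blocks are argued against as the cause of the different changes. The count at 30 min did not fall but was 118 after the median of each of the 384 array blocks was removed. Position within a block was not tested. Spots with very bright genomic DNA are argued against as well. Without the brightest 2% of spots 66 spots differed at 30 min, and of the 86 and 41 spots only 4 and 0 were among the 113 brightest. The contribution of genomic DNA and WCE values of single hybridizations cannot be told apart from a different change. With the mean denominator 24 spots differed at 30 min and 4 at 60 min, but the median SD between RNAp ChIP replicates rose from 0.298 to 0.469 under that setting, which by itself lowers the number of calls. Replicate 2 of RNAp ChIP at 0 min also bears on the counts, which were 192 and 103 without it. The biological explanation the design allows, a change in RNAP II activity between time points at these spots, was not tested separately and remains a hypothesis.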

How the results depend on the processing

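Every count and value below is set against the one reported: 224, 301 and 136 spots changed in GRO (over the 3 time points, at 30 and at 60 min), 330, 306 and 137 in RNAp ChIP, 86 and 41 with a different change, R2 of 0.260, 0.281 and 0.265, and coefficients of 0.510, 0.530 and 0.515. Of 167 alternative counts, 92 were within 1.5 times the reported one, 60 were lower and 15 higher. Of 79 alternative R2 values and coefficients, 49 moved by less than the SD between single replicates. Unless a reason is given, the cause was not tested.

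Without the 25% of spots with the dimmest denominators, 434, 489 and 232 spots changed in GRO. Where both assays were used, spots among the dimmest 25% in either assay were left out, which kept 4021 spots. Over these, 90 had a different change at 60 min, while R2 at 0 min was 0.328 and the coefficient 0.573. Quantile normalization gave 88 spots in GRO at 60 min. Fitting only the 2 time points compared, which leaves fewer hybridizations for the spread, gave 82 and 34 spots in GRO, 178 and 81 in RNAp ChIP and 42 with a different change at 30 min. With the mean denominator, 70, 82 and 41 spots changed in RNAp ChIP and 24 and 4 had a different change. The median SD between RNAp ChIP replicates was 0.469 under this setting against 0.298. On log2 ratios the coefficients were 0.751, 0.749 and 0.799. The split of spots with a different change into higher and lower GRO was 65 and 21 at 30 min and 27 and 14 at 60 min on z-scores, against 47 and 40, and 9 and 27, on log2 ratios. With an intercept, R2 and the coefficient are the same by construction.

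With the replicate number as a block, 102, 138 and 47 spots changed in GRO, and 175 over the 3 time points and 180 at 30 min in RNAp ChIP. Of the comparisons with 0 min, all same-numbered replicates deviated together only for GRO at 30 min, where replicates 2 and 3 did so across numbers too, and elsewhere not all did (r from -0.379 to 0.116 for GRO at 0 and 60 min). For GRO at 30 min this is no evidence of pairing by number, since the pair on filter 1 by itself raises r among replicates 2 and 3. The block moved no other count by more than 1.5 times.

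The fits that each left out 1 replicate gave 85 (GRO 0 min replicate 2) to 168 spots (GRO 0 min replicate 3) in GRO over the 3 time points, 109 (GRO 0 min replicate 2) to 220 (GRO 60 min replicate 1) at 30 min and 12 (GRO 60 min replicate 2) to 144 (GRO 0 min replicate 3) at 60 min. In RNAp ChIP they gave 153 (30 min replicate 1) to 339 (0 min replicate 2), 138 (30 min replicate 3) to 333 (0 min replicate 2) and 79 (60 min replicate 2) to 130 (0 min replicate 1). Spots with a different change numbered 37 (without GRO 0 min replicate 1) to 192 (without RNAp ChIP 0 min replicate 2) at 30 min and 24 (without GRO 60 min replicate 3) to 103 (without RNAp ChIP 0 min replicate 2) at 60 min. With 1 replicate number left out of both assays, R2 ranged from 0.200 to 0.265, 0.237 to 0.281 and 0.226 to 0.265 at 0, 30 and 60 min, and the coefficient from 0.448 to 0.514, 0.487 to 0.530 and 0.476 to 0.515.

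The following alternatives were added after the data were seen. With the filter as a random block (estimated correlation 0.818 between hybridizations on one filter), 1550, 1527 and 773 spots changed in GRO. This fit weights each comparison towards the single pair of hybridizations that shared a filter. With array block medians removed, 460 spots changed in RNAp ChIP at 30 min and 62 had a different change at 60 min. Under the time points of the sample titles, 155 and 173 spots had a different change, R2 at 60 min was 0.224 and the coefficient 0.473, and the RNAp ChIP counts of 30 and 60 min exchange to 137 and 306 by construction. Without the brightest 1%, 2% or 5% of spots, R2 was 0.311, 0.317 and 0.314 at 0 min, 0.404, 0.423 and 0.420 at 30 min, and 0.379, 0.399 and 0.395 at 60 min. The coefficients were 0.563 and 0.561 at 0 min without 2% and 5%, 0.636, 0.651 and 0.648 at 30 min, and 0.615, 0.632 and 0.629 at 60 min.

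The 4 single spots named kept their direction and an adjusted p below 0.05 in all 74 alternative fits that included them, with adjusted p from 1.56e-04 to 0.0199 for R13 - C19 : 4, 2.64e-05 to 0.0197 for R3 - C24 : 9, 1.24e-06 to 6.37e-04 for R3 - C4 : 3 and 3.82e-04 to 0.0376 for R13 - C14 : 13 (limma). R3 - C24 : 9 and R13 - C14 : 13 were left out with the dimmest spots, so that alternative gives them no value. Alternatives for gene groups, profiles and gene sets and the scaling to rDNA spots were not run, since the files do not pair spots with genes.

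The number of arrays limits the calls. With 200 simulated spots changed by 1 on the log2 scale, 0% were called in GRO and 25.5% in RNAp ChIP, so changes of that size are missed more often in GRO.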

Differences from the paper's values

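The paper's R2 over all genes is 0.31 at 0 min and 0.41 at 30 min, and about 0.38 at 60 min in Fig 1B, read by eye. The values from the files were 0.260, 0.281 and 0.265. Of the alternatives set before the data were examined, 3 brought the value at 0 min to within the SD between single replicates of the paper's, namely the mean denominator (0.285), only spots with values in all hybridizations (0.272) and leaving out the dimmest spots (0.328). None of them did so at 30 or 60 min. Leaving out the spots with the brightest genomic DNA, which was chosen after seeing the values, gave 0.311, 0.404 and 0.379 without 1% of spots, 0.317, 0.423 and 0.399 without 2%, and 0.314, 0.420 and 0.395 without 5%, all within that SD of the paper's values.

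For the regression coefficient, the paper's values in Fig 1B are about 0.56 at 0 min, about 0.64 at 30 min and about 0.61 at 60 min, read by eye, against 0.510, 0.530 and 0.515 from the files. At 0 min the alternatives set before the data were examined that came within the SD between single replicates were the mean denominator (0.534), only spots with values in all hybridizations (0.522), leaving out the dimmest spots (0.573) and leaving out replicate 1 (0.514). At 30 and 60 min none did. Without the brightest 1% of spots, chosen after seeing the values, the coefficients were 0.558, 0.636 and 0.615. Those without 2% (0.563, 0.651 and 0.632) and 5% (0.561, 0.648 and 0.629) also came within that SD.

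The paper states that the correlation is highest at 30 min. R2 was highest at 30 min here as well, but by less than the spread between replicates (exact permutation p = 0.575 against 0 min and 0.680 against 60 min). It was highest at 60 min with quantile normalization (0.290, against 0.288 at 30 min) and without replicate 2 (0.241, against 0.237 at 30 min). It was highest at 0 min with the mean denominator (0.285, against 0.276 at 30 min) and without the dimmest spots (0.328, against 0.295 at 30 min). With the RNAp ChIP time points of the sample titles, an alternative added after the data were seen, it was also highest at 0 min (0.260, against 0.258 at 30 min). Without the brightest 1%, 2% or 5% of spots, also chosen after the data were seen, it was highest at 30 min (0.404, 0.423 and 0.420). Without 1% or 2% the difference from 0 min had p = 0.015 (exact permutation test, adjusted p = 0.045), and the difference between 30 and 60 min had p = 0.375 and 0.45 in the same exact test.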

Other observations

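The tests in this part were chosen after the results were seen, except the correction of R2 for replicate noise, whose prediction was written before the data were examined.

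The spots with the brightest genomic DNA stood apart. At the 113 brightest spots (2% of 5642), the median log2 GRO ratio was -3.13, -3.69 and -3.74 at 0, 30 and 60 min, while the median log2 RNAp ChIP ratio was 0.41, 0.47 and 0.51. A spot picked for a bright denominator has a lower ratio partly by construction, but the same spots were also among the brightest in WCE (median percentile 99.0 at 0 min) and did not have low IP ratios. Across these spots GRO and RNAp ChIP correlated at r = -0.066, -0.543 and -0.387, against 0.563, 0.651 and 0.632 across the other 5529. Saturation of the detector is argued against as the cause of the low GRO ratio, because the run-on signal of these spots was not at the top. Its median percentile among all spots was 87.2 at 0 min, 73.3 at 30 min and 65.0 at 60 min. Controls printed at only 1 fixed position of each array block are argued against too, since the spots occupied 15 of the 16 positions. They were unevenly spread, with 25 at position 16, 16 at position 14 and 13 each at positions 1 and 8. Positions 3 and 10 held 1 each and position 12 held 0. A link to position within the block therefore stays open. Repeated sequences remain open and were not tested, as the spots are not paired with genes. No biological explanation was tested.

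The modest R2 over all spots is not accounted for by replicate noise alone. Corrected for the reliability of the replicate means, R2 was 0.325, 0.321 and 0.307 at 0, 30 and 60 min, and the highest value with a replicate left out was 0.357. Without the brightest 2% of spots the corrected values were 0.401, 0.494 and 0.470, and the highest among 4 equal groups of spots by denominator signal was 0.590, still below 1. The correction covers noise that differs between replicates. Errors that replicates of an assay share, such as those of probes or of the brightest spots, are not covered.

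With the brightest 2% of spots left out, R2 at 0 min lay 0.107 below that at 30 min. RNAp ChIP replicates were less alike at 0 min, and a candidate explanation is this lower reproducibility. It is argued against as the whole cause, because the difference between the corrected values was 0.0928 and stayed at 0.0628 or above with each of the 12 hybridizations left out. A biological difference between the arrested cells and the cells at 30 min stays open and was not tested.

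Run-on hybridizations of different time points resembled each other more when they shared a filter, at r = 0.839 for filter 1 and 0.897 for filter 6, against at most 0.810 for the 25 pairs of different time points on different filters. Replicates of one time point, on different filters, reached 0.855. Their shared genomic DNA values are a candidate explanation. With the mean genomic DNA value of all 7 filters as the denominator, these pairs still gave 0.844 and 0.879, above the highest of those 25 pairs at 0.838, while replicates on different filters reached 0.906 with this denominator. This does not settle whether the shared denominator is the whole cause. With the mean denominator, differences between filters are no longer divided out of the run-on signal. The margin for filter 1 was also small, at 0.844 against 0.838. A property of the filter itself, such as spot size or carry-over of label between uses, was not tested. With the filter as a random block the GRO count at 30 min was 1527, and 1 of 10 splits, the real one, gave as many. The highest count among the others was 1.

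The number of changed spots was counted over other splits of the same hybridizations. For GRO and for RNAp ChIP, at 30 and at 60 min against 0 min, 1 of the 10 splits of 6 hybridizations gave as many spots as the real one, namely the real one itself, and with 10 splits the share is never under 0.1. The next highest counts were 2 and 6 spots in GRO and 1 and 1 in RNAp ChIP. For GRO at 30 min, if the numbers are taken as pairs, 4 splits part all 3 pairs, and 1 of these gave as many. Over the 3 time points together, 1 of 100 splits drawn gave as many spots in GRO, with 85 as the next highest count, and 1 of 100 in RNAp ChIP, with 78.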
